# RNA helicase DDX5-induced circPHF14 promotes gastric cancer cell progression

**DOI:** 10.18632/aging.204623

**Published:** 2023-03-30

**Authors:** Jia Wang, Chunjie Han, Jinsheng Wang, Qiu Peng

**Keywords:** gastric cancer, tumor

## Abstract

As a well-established member of a strongly conserved protein family, DDX5 binds to RNA helicase in a specific manner, which can regulate mRNA transcription, protein translation and synthesis and precursor messenger RNA processing or alternative splicing. The effects of DDX5 on carcinogenesis and cancer progression are increasingly evident. Circular RNAs (circRNAs), a novel group of functionally non-coding RNAs (ncRNAs) with disordered expression, are associated with various pathological processes (e.g., tumors). circRNA pattern and its function regulated by DDX5 have not yet been determined. According to our findings, DDX5 was dramatically upregulated for stomach cancer tissues, and its overexpression contributed to the cell growth and invasion of GC cells. Based on the analysis of genome-wide circRNAs conducted with circRNA sequencing, DDX5 induces a large number of circRNAs. Further to screen several circRNAs from PHF14 for function, it was found that circPHF14 was essential for the growth and tumorigenesis of DDX5-positive gastric cancer cells. These findings suggest that in addition to the messenger RNA and microRNA patterns, DDX5 also effects a circRNA pattern, as demonstrated by circPHF14. DDX5-induced circRNAs have been found to be of crucial importance for the growth of DDX5-positive gastric cancer cells, providing a new therapeutic target.

## INTRODUCTION

Stomach cancer is the most widespread malignancy in the digestive system. and its mortality ranks second among cancers in the world, with 7.83 million deaths in 2018 [1, 2]. Although with the continuous development of new diagnostic techniques, the five years survival ratio for gastric cancer is gradually increased, gastric cancer is still the main burden on a global scale, especially in Eastern Asia [3, 4]. The etiology and pathogenesis of gastric cancer are very comprehensive and related to a variety of reasons. H. pylori infection and dietary habits are recognized as a major factor contributing to the development of gastric cancer [5]. Surgical procedures are still the most successful treatment for stomach cancer [6]. The main challenges of advanced gastric cancer treatment are the manifestations of peritoneal, distant organ and lymphatic metastases [7]. Therefore, identifying key molecular functions in gastric carcinogenesis and progression will help develop new and effective therapeutic strategies.

DEAD (Asp-Glu-Ala-Asp) box RNA helicase 5 (DDX5) as an ATP-dependent RNA helicase that plays a key role in transcription initiation and RNA splicing. It is also a transcriptional co activator of a variety of tumor-related transcription factors, [8, 9]. As an oncogene, DDX5 is overexpressed in many tumours, promoting tumour cell growth and metastasis, including cancers of the breast, colon, prostate, non-small cell lung cancer (NSCLC) and glioma [10–13]. In addition, DDX5 can associate with β-catenin to form a complex, which promotes promote the expression of multiple oncogenes, like the cyclin D1, fra1, c-Myc, etc. [14]. DDX5 is often abnormally amplified in gastric cancer. Although there is increasing evidence that DDX5 influence the progression of gastric cancer [15], effect and functional role of DDX5 on gastric cancer remains to be further studied.

CircRNAs are a group of closed circular RNA molecules formed by the downstream 3’ and 5’ ends of the linear RNA sequence. Circular RNA lacks 3’ poly and 5’ cap (adenylate) tail structure, and it is stable and not easy to be degraded by nuclease [16]. CircRNAs have been found in many mammalian cells, which can participate in gene expression and post transcriptional expression regulation [17, 18]. Recently, increasing evidence indicates that circular RNA affects the development of certain diseases via modulating gene transcription, including cancer [19, 20]. Moreover, some investigations were conducted to find correlation between the expression levels of some cyclic RNAs in tumour cells and the extent of tumour metastasis [21–23]. New evidence suggests that circular RNA may represent an active and specific target for the diagnosis and treatment with gastric cancer [24–26]. Therefore, exploring the molecular mechanism of circRNAs may offer novel perspectives and approaches to the diagnosis, treatment and prognosis of gastric cancer patients.

Although DDX5 and circRNA serve a very important function regarding the progression on gastric cancer, it is unclear whether DDX5 can participate in gastric cancer progression through the induction in circRNA expression. In this work, we determine that DDX5 is expressed at elevated levels within gastric cancer tissues and identify the effects of DDX5 in enhancing the growth and invasion of gastric cancer cells *in vitro*. Moreover, we have analyzed RNA sequencing data of RNase R-producing treatments in AGS gastric cancer cells expressing DDX5 gene and an extensive range of DDX5-induced circRNAs were ascertained, of which circPHF14 promotes proliferation and carcinogenesis of DDX5-positive gastric cancer cells both *in vivo* and *in vitro*. We also found that DDX5 can induce the expression of a significant number of circular RNAs by RNase R-treated RNA sequencing was performed by over-expression of DDX5 in AGS cell, in which circRNAs circPHF14 accelerated the growth and tumorigenesis of DDX5-positive cells. Therefore, these results revealed that DDX5 and these DDX5-induced circRNAs are critical in the progression of gastric cancer and possible potential targets for drug therapy.

## MATERIALS AND METHODS

### Cell culture

The AGS and 7901 gastric cancer cells were cultured in RPMI-1640 medium containing 10% fetal bovine serum (FBS). Cell lines were obtained from American Type Culture Collection (https://www.ATCC.org, ATCC) for this study. A mycoplasma test was negative for the cell line.

### Plasmid construction, and transfection with short interfering RNA (siRNA)

DNA fragments encoding Flag-DDX5 was created by PCR with cloning into the p3×Flag-CMV-10 empty vector. All siRNAs in this study were obtained from Ribobio (Guangzhou, China). All siRNAs and plasmids in this study were transfected into cells by transfection reagent Lipofectamine 3000 (Invitrogen). CircPHF14 siRNA targeting sequences (5’- TCATCTTCCAAGAGAACCA -3’ or negative control sequences (5’-TTCTCCGAACGTGTCACGT-3’). CircPHF14 knockdown was identified by qPCR.

### Real-time quantitative PCR (qPCR)

2 μg of total RNA was reverse transcribed into cDNA using Reverse transcription kit (Vazyme, Nanjing, China). The qPCR kit was obtained from Takara. All primers in the present research were synthesized by Sangon (Shanghai, China). Human GAPDH or U6 GAPDH or U6 were used as negative controls. The expression of each genetic profile was quantified by measuring the cycle threshold, and the relative change of gene expression was calculated by mathematical method. Primer sequences are shown as follows: GAPDH, F-5’-GGGAGCCAAAAGGGTCAT-3’, R-5’- GAGTCCTTCCACGATACCAA-3’. CircPHF14, F-5’-GTGATTCTTCATCTTCCAAGAGAAC-3’, R-5’- TGCAACACAGACTGTCTTTGTCTTC-3’.

### Western blot

The proteins were extracted using RIPA lysate containing protease inhibitors, and the extracted proteins were quantified by BCA. 30 μg of protein was used for SDS-PAGE in each treatment group, and the proteins were transferred to PVDF (Millipore) and incubated sequentially with primary and secondary antibodies for the target proteins.

### Bioinformatics analysis

The analysis of Oncomine database (http://www.oncomine.org) was made as described before [27]. Shortly, we used the following threshold values to evaluate the expression of DDX5 in gastric cancer tissues and corresponding normal gastric tissues: fold-change of 2, P value of 0.05. The UALCAN database (http://ualcan.path.uab.edu/index.html) is used to analyze public TCGA samples. The Human Protein Atlas database (https://www.proteinatlas.org/) was used to obtain the immunohistochemical detection data of DDX5 in gastric cancer specimens and corresponding non-cancerous samples.

### RNase R and actinomycin D treatment

Actinomycin D (Sigma, USA) treated cells blocked RNA transcription to detect the stability of circPHF14 and linear PHF14 mRNA, and dimethyl sulfoxide (DMSO) was used as negative control. Take the final concentration of 1 μg/mL DMSO or actinomycin D treated cells for 0, 8, 16 and 24 h, RNA was extracted and detected by reverse transcription q-PCR. For the RNase R digestion, TRIzol was used to extract total RNAs using RNase R processing in buffer added with Ribonuclease Inhibitor at 37° C for 1 h. Reverse transcription Kit (Vazyme, Nanjing, China) reverse transcribed RNA with RNase R-treated to synthesize cDNA and detected by q-PCR.

### circRNA sequencing

Following the manufacturer’s instructions, total RNA was isolated using the RNeasy Mini kit (Qiagen). RNA quality was ensured by adding DNase I in column digestion. Two biologically replicated samples were conducted for each treatment. For circRNA sequencing, before the RNA library was constructed, total RNA was digested with RNase R at 37° C for 1 h. NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina (E7420L) was used to construct an RNA library for circular RNA sequencing. A paired-end sequencing experiment was performed at RiboBio Co., Ltd. or Amogene Biotech Co., Ltd. with Illumina HiSeq 3000. Under accession number GSE207636, the raw expression files and details are available in NCBI GEO.

### Cell proliferation assay

To analyze cell proliferation by Cell Counting Kit-8 (CCK-8; Biotool, China). Briefly, 96 well plates were used in each group, and 1000 cells were cultured in each well. From 1 day to 4 days after incubation, 10 ml of CCK-8 reagent was added to each of the well and placed at 37° C for 2 hours. Measuring the absorbance value of 450nm.

In the plate colony formation experiment, 1000 treated gastric cancer cells were cultured in 6-wellplates and cultured for two weeks in RPMI-1640 medium supplemented with 10% fetal bovine serum for two weeks. Then, the cells were cleaned with PBS, fixed with 4% paraformaldehyde, and most stained with Viola crystals. Microscope and Image J software were used to estimate the percentage and intensity of the area covered by stained cell colonies.

EdU incorporation assay was performed after 48 hours of culture of the treated cells based on the instruction manual. Then, the cells were washed and stained with buffer containing DAPI, and imaged were collected using a fluorescence microscopy.

### Cell migration assays

Transwell containing polycarbonate filters with 8-μm pores was used for cell migration testing. 5×10^5^ cells were suspended in serum-free medium and added to the upper chamber; Add RPMI-1640 medium (10% fetal bovine serum) to the small chamber underneath. The migrated cells were cleaned with PBS, fixed in 4% paraformaldehyde and finally stained with Viola crystal.

### Immunofluorescence

Cells were fixed using formalin, then the cell membrane was permeabilized with Triton X-100, incubated with DDX5 antibody and circPHF14 probe followed by fluorescent secondary antibody, and finally photographed with fluorescent microscope.

### Animal experiment

All animal euthanasia and care protocols were approved by the Institutional Animal Care and Use Committee of Changzhi Medical College (Changzhi, China). In the research of cancer cell xenograft, about 3-4 weeks old nude mice were injected subcutaneously 5×10^6^ AGS cells in the right abdomen of the mice transfected with DDX5/ DDX5+si-circPHF14/negative control (nc) in 100 μl serum-free medium that was mixed with matrigel (1:1). The mice were dissected for about 4 weeks, and the tumor tissues were taken out for fixation, dehydration and photography.

### Statistical analysis

Statistical analysis was conducted utilizing Graphpad prism 8 and SPSS 19.0 software. Data were typically expressed as the mean ± SD, and the differences between groups were assessed with the unpaired Student t-test. P < 0.05 was regarded as be significant.

### Availability of data and materials

The datasets, cell lines, plasmids and other reagents described in this manuscript are available upon a reasonable request.

## RESULTS

### DDX5 expression is correlated with poor patient survival in gastric cancer

To further characterise the connection of DDX5 and gastric cancer, we analysed its expression in the gastric tissues of tumour patients. Oncomine database is used to obtain the public gene expression data of DDX5 [28]. We analyzed three datasets from DErrico et al., Deng et al., Chen et al. [29–31]. And a significantly higher DDX5 expression in tumour tissues compared to non-cancerous normal tissues. (Figure 1A). Through The Cancer Genome Atlas database [32], we validated that DDX5 expression was significantly higher in gastric cancer samples than in non-tumour controls. (Figure 1B). Using the gene expression dataset of gastric cancer patients from the KM Mapper database, an association study between DDX5 and overall survival was conducted. Patients with higher DDX5 expression were found to have a lower overall survival when compared to those with low DDX5 expression (Figure 1C). Next, the expression of DDX5 in normal tissues and gastric cancer patients was analysed in The Human Protein Atlas database. In agreement with the results from public databases, DDX5 expression was higher in gastric cancer specimens than in normal specimens. (Figure 1D). We also further examined the protein expression levels of DDX5 in multiple cell lines by western blot assay and found that the protein expression levels of DDX5 were generally higher in gastric cancer cells than in normal cells GES1 (Supplementary Figure 1).

**Figure 1:**
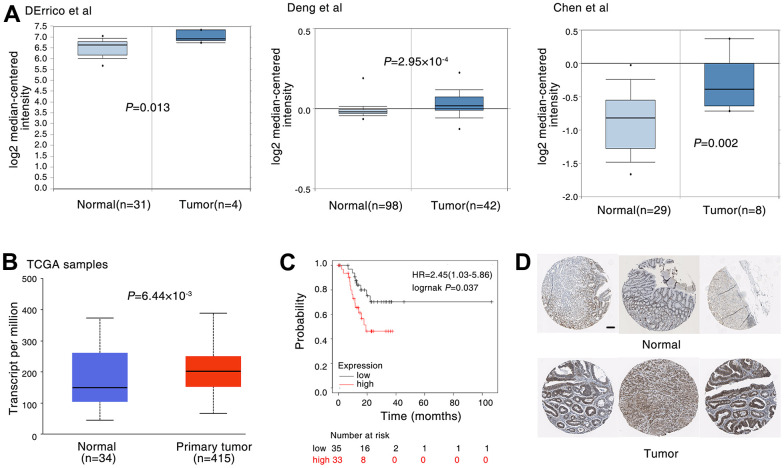
**DDX5 expression is correlated with poor patient survival in gastric cancer.** (**A**) The expression of DDX5 was analyzed in patients with gastric. DDX5 expression in gastric cancer samples and non-cancer controls; the publicly accessible gene expression data of DDX5 was obtained from Oncomine database. (**B**) DDX5 expression in gastric cancer samples and non-cancer controls; The publicly accessible gene expression data of DDX5 was obtained from The Cancer Genome Atlas (TCGA) database. (**C**) Kaplan-Meier overall survival curves according to DDX5 expression in patient cohorts in KM-plotter database. The percentage of survival patients in high DDX5 and low DDX5 groups at different time points are presented. (**D**) DDX5 expression in gastric cancer patient with or non-cancer controls was measured by immunohistochemical staining. The publicly accessible protein expression data of DDX5 was obtained from The Human Protein Atlas database. Data were analyzed with Student’s t-test, p values were shown. Scale bar 200μm.

### DDX5 promotes cancer cell growth and migration

Next, to assess the regulatory function of DDX5 in the migratory capacity of gastric tumour cell lines, DDX5 was transfected into AGS cells and 7901 cells using a DDX5 expression vector. DDX5 overexpression notably accelerated the proliferation and growth of gastric cancer cells as shown by tumor cell clonogenesis assay, EdU staining and CCK8 cell proliferation assay (Figure 2A–2C). For the purpose of testing the role of DDX5 in cell migration, we carried out transwell experiments in gastric cancer cells. DDX5 expression enhanced the migration capability in AGS and 7901 cell (Figure 2D). Together, it is suggested that DDX5 stimulates the growth and migration on gastric cancer cells *in vitro*.

**Figure 2:**
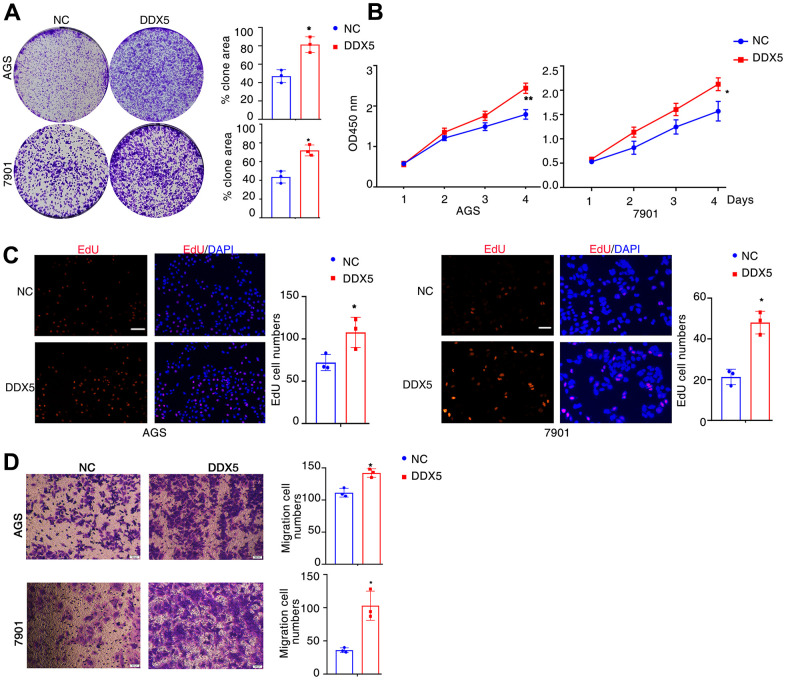
**DDX5 promotes cancer cell growth and migration.** (**A**) Colony formation of AGS and 7901 cells two weeks after transfection with the indicated vector. (**B**) CCK-8 assay of proliferation in AGS and 7901 cells following a time course of transfection with NC or DDX5. (**C**) EdU assay was conducted to test the effect of DDX5 expression on the proliferation of AGS and 7901 cells. Scale bar 100μm. (**D**) Transwell assay was conducted to test the effect of DDX5 expression on the migration of AGS and 7901 cells. Number of cells were counted and shown in the column graph on the right of the corresponding pictures. Data are mean ± SD of three independent experiments. * P < 0.05, ** P < 0.01. Scale bar 500μm.

### circRNAs are induced by DDX5

We know that circular RNA is obtained by covalently linking a downstream splicing donor to an upstream splicing acceptor, a backsplicing process catalyzed by the spliceosome [33]. DDX5, as a well-known splicing factor, it has been reported to regulate a large number of splicing events [34, 35]. Thus, we speculated whether DDX5 could promote the progression of gastric cancer cells via regulating the splicing formation of tumor-related circular RNAs. 

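AGS is an established human gastric adenocarcinoma cell line. RNA of AGS cells transfected with FLAG-DDX5 (DDX5) and of cells transfected with the FLAG-tagged empty vector (NC) was depleted of rRNA and digested with RNase R, an exonuclease that degrades linear RNA and spares circles, before library construction. The data hold 2 libraries per group. The paper calls them biological replicates and does not say whether they came from separate cultures, so the p-values refer to these libraries only. The growth medium is RPMI in the paper and DMEM in the sample labels. The authors deposited the number of reads across each back-splice junction, the junction that joins a downstream exon end to an upstream exon start, and the same values as RPM, which here are the counts scaled to an equal total of back-splice reads in every library. The libraries held 78377 and 60178 back-splice reads in DDX5 cells and 73173 and 97961 in NC cells, so that 1 read was worth between 10.2 and 16.6 RPM. The counts were tested as deposited with edgeR's quasi-likelihood test after TMM scaling, over circRNAs with at least 10 reads in the 4 libraries together. The test gives no standard error. Those printed with its fold changes are the size of the log2 fold change divided by the square root of its F statistic. For single circRNAs the test takes the spread largely over all circRNAs together. A small p therefore need not mean that the 2 libraries of a group agree for that circRNA. A fold against a group without reads is given as a lower bound, against a floor of 3 reads over the 2 libraries of that group, and covers counting error only. Pooled over the libraries, 35.6% of circRNAs with at least 10 reads in a library had 0 in the other library of the same group, where Poisson sampling gives 0.00390%. A true fold may therefore lie below its bound. With 1 library of the group at 0 left out, a bound falls with the depth, to 57.2% of the value given without NC replicate 1 and 42.8% without NC replicate 2, or to 43.4% and 56.6% without DDX5 replicate 1 and 2. The submitters' processing notes name BWA and hg38, but only 90 of the 11760 circRNA starts equal an exon start of GENCODE 29 on GRCh38. Coordinates are given as in the files. They fit hg19, since 9 of 15 known circRNAs listed from general knowledge were found within 1 base of their hg19 positions, but no hg19 annotation was at hand to check this. Exons were assigned where the genomic span of a circRNA equals that of a pair of exon edges of its host gene, which was so for 11352 circRNAs (96.5%).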

To identify whether the expression of DDX5 was linked to circular RNAs splicing processes, we transfected AGS cell with FLAG-DDX5 or FLAG-tagged empty vector (negative control, NC), and analyzed the differentially expressed circRNAs by Ribo zero rRNA removal kit and circRNA-seq (RNase R-treated RNA sequencing) (Figure 3A and Supplementary Figure 2). We analyzed the circRNA-seq data by CIRCexplorer2 and CIRI2software and 7587 circular RNAs were found in the control group and DDX5 overexpressed cells (Supplementary Table 1, Supporting Information). 

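The most abundant circRNAs of AGS cells, by the mean RPM of the 4 libraries, came from RELL1, CDYL and ASXL1. The circRNA of CDYL, a chromodomain protein of chromatin, spans exon 2 of its gene and reached 13777 ± 1079 RPM (SD, n = 2) in DDX5 cells and 11635 ± 2558 RPM in NC cells. The circRNA of RELL1 (exons 4 to 6) reached 12522 ± 856 and 13048 ± 623 RPM. That of ASXL1, a chromatin regulator (exons 2 to 4), reached 9319 ± 1721 and 8453 ± 1285 RPM. Of 15 circRNAs known from other cells and listed by their hg19 coordinates, 9 were found within 1 base at both ends, among them those of HIPK3, SMARCA5, PVT1 and CORO1C. The circRNA of HIPK3, a homeodomain-interacting kinase, had 2322 ± 288 RPM in DDX5 cells and 2019 ± 826 in NC cells, a difference smaller than the SD in NC cells. In the 4 libraries, 7587 circRNAs of 3532 host genes had reads, after the calls that the paper made with CIRCexplorer2 and CIRI2. Of these, 1011 (13.3%) were detected in all 4 libraries and carried 59.1% of all reads, whereas 4201 (55.4%) were detected in 1 library and carried 11.7% of the reads. A circRNA of median length held 381.5 nt after splicing, over the 7332 with an assigned place in their gene. The DDX5 libraries held 3214 ± 595 circRNAs (SD, n = 2) and the NC libraries 3761 ± 379 (exact permutation test, two-sided p = 0.667, where 2 libraries against 2 allow no p below 0.333). Both DDX5 libraries shared 1597 circRNAs and both NC libraries shared 1864.

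**Figure D1:**
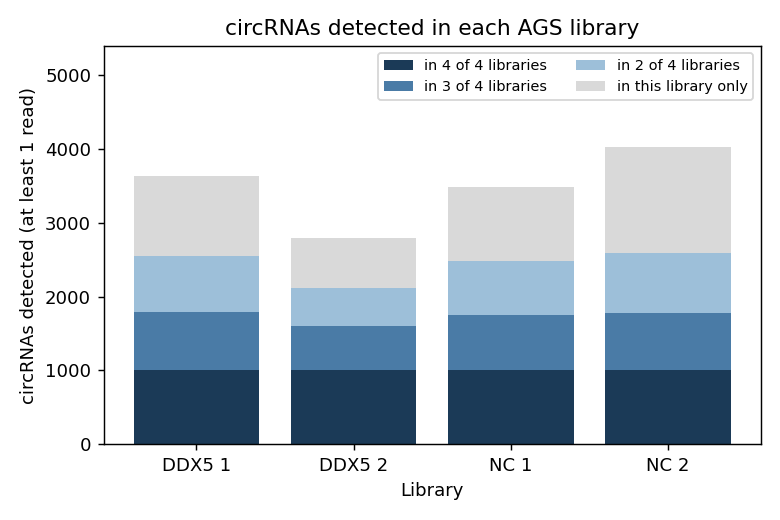
Number of circRNAs with at least 1 read in each library (y axis) for the 2 DDX5 and 2 NC libraries (x axis), stacked by the number of libraries in which each circRNA was detected. The 1011 circRNAs found in all 4 libraries are the bottom part of each bar, and the circRNAs found in that library only, between 672 and 1438, are the top part.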

Next, we asked whether DDX5 could change the program of circRNAs in AGS cells via comparing confirmed circRNAs in DDX5-overexpressed cells to that of control cells. 

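The circRNA of TNPO1, the gene of the nuclear import receptor transportin 1, had 52 and 42 reads in the DDX5 libraries and 0 in both NC libraries. It lies on chromosome 5 from 72157635 to 72161556 and spans exons 5 to 6 of a TNPO1 transcript with 25 exons, with a spliced length of 241 nt. Its level was 681 ± 24.4 RPM (SD, n = 2) in DDX5 cells, at least 38.7-fold higher than in NC cells (adjusted p = 0.00645, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The circRNA of KANK2, an adaptor of the actin cytoskeleton (chromosome 19, 11289021 to 11289396), had 567 ± 279 RPM in DDX5 cells and no reads in NC cells, which is at least 30.9-fold higher (adjusted p = 0.0426, edgeR). The circRNA of GSE1 exon 2 (chromosome 16, 85667520 to 85667738, 219 nt) was present in all libraries, with 4453 ± 3103 RPM in DDX5 cells and 1949 ± 317 RPM in NC cells, a log2 fold change of 1.05 (standard error 0.25, adjusted p = 0.0426, edgeR). DESeq2 with a local dispersion fit gave 1.12 with a standard error of 0.70 (unadjusted p = 0.110). DDX5 replicate 1 held 2258 RPM and DDX5 replicate 2 held 6647 RPM. Without DDX5 replicate 2 the log2 fold change from edgeR was 0.18. The circRNA of the ubiquitin ligase gene UBE3A (chromosome 15, 25650608 to 25657118), named after its values were seen, passed the edgeR test with an adjusted p of 0.0270 on the 90 reads of DDX5 replicate 1 and had 0 reads in the other libraries. DESeq2, which gave it an unadjusted p of 0.0928, did not call it. In the lower direction, the circRNA of WDR83, a WD-repeat scaffold protein, had 469 ± 44.5 RPM in NC cells and no reads in DDX5 cells, at least 21.9-fold lower (adjusted p = 0.163, edgeR). The circRNA of DDAH1, which hydrolyses asymmetric dimethylarginine, had 423 ± 37.4 RPM in NC cells and was at least 19.7-fold lower (adjusted p = 0.440, edgeR). Of the 4671 circRNAs tested with edgeR, 4 were higher and 0 were lower at an adjusted p under 0.05. At an unadjusted p under 0.05, 60 were higher and 64 lower, of which 58 and 62 also had a log2 fold change above 1 in size. Without DDX5 replicate 1 the last pair of counts was 21 and 153, without DDX5 replicate 2 it was 15 and 92, without NC replicate 1 it was 107 and 28, and without NC replicate 2 it was 98 and 26. At the adjusted threshold, DESeq2 called 2 higher and 0 lower, edgeR's exact test and limma on log2(RPM + 1) called 0 in both directions, and limma on log2(RPM + 0.1) called 153 higher and 261 lower. The calls at the adjusted threshold were 0 higher and 0 lower without DDX5 replicate 1, 1 and 6 without DDX5 replicate 2, 32 and 1 without NC replicate 1, and 17 and 2 without NC replicate 2. The adjusted p from edgeR reached 0.569 for TNPO1 and 0.546 for KANK2 without DDX5 replicate 1, 0.247 and 0.958 without DDX5 replicate 2, and lay between 0.290 and 0.987 for GSE1 when any library was left out. With either NC library left out, TNPO1 and KANK2 had an adjusted p of 0.0269 or below. In each such fit the group with 1 library left is assumed to vary like the other group, whose pair of libraries alone gives the spread. For UBE3A the adjusted p from edgeR was 0.0153 without DDX5 replicate 2, 0.187 without NC replicate 1 and 0.0706 without NC replicate 2.

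**Figure D2:**
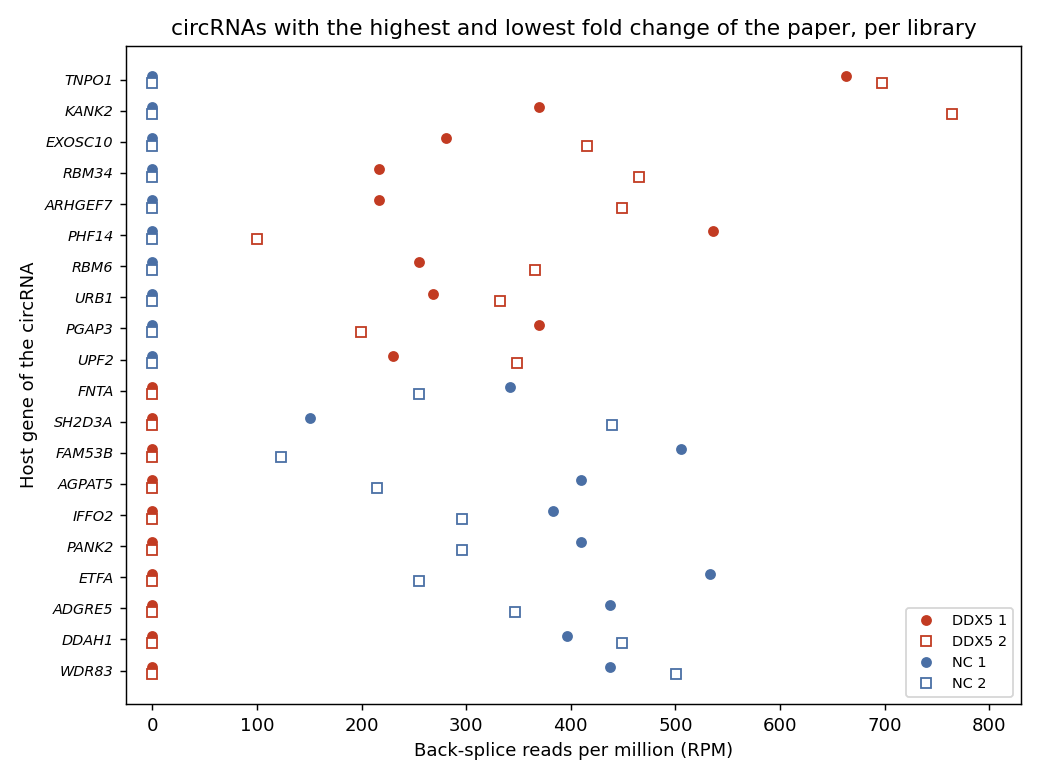
RPM (x axis) in each of the 4 libraries for the circRNAs of 20 host genes (y axis), those with the 10 highest and the 10 lowest log2 fold changes of Supplementary Table 1. Red symbols are DDX5 libraries, blue symbols NC libraries, circles replicate 1 and squares replicate 2, and each circRNA lies at 0 in both libraries of the other group.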

We found that DDX5 overexpression promoted or inhibited the expression of 72 and 80 circular RNAs, respectively (Supplementary Table 2, Supporting Information and Figure 3B). To reveal the potential biological roles of these DDX5-induced circRNAs, we carried out Gene Ontology (GO) and found that a lot of DDX5-induced circRNAs are components of mRNA processing (Figure 3C). 

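Among the circRNAs listed in Supplementary Table 1, 14 came from host genes of mRNA processing and splicing. Of these, 9 were on the higher side, from CDK13, EFTUD2, KHDRBS1, RBM39, RBM5, RBM6, SCNM1, UPF2 and ZC3H18, and 5 were on the lower side, from CDK12, CLK3, RAVER2, SAFB and WDR83. RBM6, an RNA-binding protein that acts in alternative splicing, gave a circRNA of exons 3 to 5 with 310 ± 78.1 RPM (SD, n = 2) in DDX5 cells and no reads in NC cells, at least 17.3-fold higher (unadjusted p = 0.0112, edgeR). UPF2, a factor of nonsense-mediated mRNA decay, gave a circRNA with 289 ± 84.4 RPM in DDX5 cells, at least 16.1-fold higher (unadjusted p = 0.0163, edgeR). The circRNA of the splicing factor RBM39 had 252 ± 67.2 RPM and was at least 14.0-fold higher (unadjusted p = 0.0303, edgeR). SCNM1, a zinc finger protein of the spliceosome, was detected in both groups, with 658 ± 479 RPM in DDX5 cells and 35.7 ± 50.5 RPM in NC cells (unadjusted p = 0.00246, edgeR), and all of its NC reads were in NC replicate 2. Without that library its adjusted p was 0.00400 (edgeR), in a fit that sets the DDX5 libraries against 1 NC library at 0 that is assumed to vary as they do. On the other side, CDK12, a kinase of RNA polymerase II, had 0 reads in DDX5 cells and 21 and 10 in NC cells (unadjusted p = 0.0616, edgeR). With all libraries the adjusted p from edgeR was 0.883 for SCNM1 and 0.951 for the other circRNAs named with values. The 14 host genes stand against 5.34 expected from the 159 list members among 4410 host genes, an odds ratio of 2.97 (95% interval 1.54 to 5.31, Fisher's exact test, two-sided p = 0.000783, adjusted p = 0.00783 over 10 lists and 0.0121 over the 30 tests of these lists among all, higher and lower circRNAs). For the higher side the 9 genes stand against 2.52 expected (Fisher's exact test, adjusted p = 0.00808), and for the lower side the 5 genes stand against 2.85 (Fisher's exact test, adjusted p = 0.521). Of all circRNAs listed there, 142 (93.4%) had no reads in either library of the other group, 79 had an unadjusted p under 0.05 with edgeR (40 higher and 39 lower), and those of TNPO1 and KANK2 also had an adjusted p under 0.05. The gene list was written from general knowledge after Supplementary Table 1 had been read, so it is not independent evidence, and it stands in for GO terms, which were not used here.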

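Of the insulin signaling genes, 4 hosted a circRNA of Supplementary Table 1. ACACA, the acetyl-CoA carboxylase of fatty acid synthesis, gave a circRNA with 249 ± 117 RPM (SD, n = 2) in DDX5 cells and no reads in NC cells, at least 14.8-fold higher (at least 9.48-fold without DDX5 replicate 1). PIK3CB, a catalytic subunit of PI3-kinase, gave 194 ± 220 RPM in DDX5 cells, from 3 and 21 reads, and PRKAR1B, a regulatory subunit of protein kinase A, gave 295 ± 88.1 RPM in DDX5 cells and 13.7 ± 19.3 RPM in NC cells. EXOC7, a subunit of the exocyst, was at 0 in DDX5 cells and at 21 and 10 reads in NC cells. The VEGF signaling list shared PIK3CB and added PTK2, the focal adhesion kinase, whose circRNA had 11 and 34 reads in NC cells and 0 in DDX5 cells. None of these circRNAs passed edgeR's test, with an adjusted p of 0.951 for each; the unadjusted p was 0.0285 for ACACA, 0.0237 for PTK2, 0.0793 for PIK3CB, 0.0873 for PRKAR1B and 0.0616 for EXOC7. The 4 insulin signaling genes stand against 1.64 expected from the 49 members (odds ratio 2.60, Fisher's exact test, two-sided p = 0.0806, adjusted p = 0.202), and the 2 VEGF signaling genes against 0.772 expected from 23 members (odds ratio 2.77, Fisher's exact test, adjusted p = 0.304). Ubiquitin ligases held 8 of the host genes against 2.75 expected (odds ratio 3.23, Fisher's exact test, adjusted p = 0.0290 over 10 lists), which did not pass when adjusted over all 30 tests of lists and directions (adjusted p = 0.0580), and the adjusted p over 10 lists was 0.268 against the 2580 host genes of circRNAs with at least 10 reads. Chromatin regulators held 9 against 4.06 (adjusted p = 0.0651) and endocytosis 5 against 3.36 (adjusted p = 0.555), by Fisher's exact test. RNA export and nuclear pore held 3 against 1.48 (adjusted p = 0.304, Fisher's exact test). Factors of circRNA biogenesis and turnover held 1, KHDRBS1, against 0.805 (adjusted p = 0.700, Fisher's exact test). Against the 2580 host genes, the expected numbers were 5.22 for chromatin regulators, 1.89 for insulin signaling and 0.975 for VEGF signaling. The adjusted p was then 0.293, 0.293 and 0.509 (Fisher's exact test). Gastric and epithelial markers held 0 of their 14 host genes, and no stromal or immune marker was a host gene in these data. These lists too were written after the supplement had been read.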

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis also revealed that a lot of DDX5-regulated circRNAs are mainly enriched in tumor-related signaling pathway, including VEGF and insulin signaling pathway (Figure 3D). These results suggested that DDX5 may regulate circRNA biogenesis.

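Summed over all circRNAs of a host gene, TNPO1 had the smallest p of all host genes, with 738 ± 56.8 RPM in DDX5 cells (SD, n = 2), mostly from the circRNA of exons 5 to 6, and no reads in NC cells, at least 42.4-fold higher (adjusted p = 0.471, edgeR). ZC3H18, a zinc finger protein of nuclear RNA processing, had 859 ± 228 RPM in DDX5 cells and 242 ± 33.1 RPM in NC cells, a log2 fold change of 1.78 (standard error 0.67, unadjusted p = 0.0237, edgeR). COX5A, a subunit of cytochrome c oxidase, had 1238 ± 434 and 373 ± 6.16 RPM, a log2 fold change of 1.67 (standard error 0.54, unadjusted p = 0.0106, edgeR). MAP3K9, a kinase upstream of JNK, had 170 ± 29.6 RPM in DDX5 cells and 764 ± 75.0 RPM in NC cells, a log2 fold change of -2.19 (standard error 0.75, unadjusted p = 0.0143, edgeR). ZC3H18, COX5A and MAP3K9 were chosen after their values were seen. Of 2703 host genes tested with edgeR, 0 were higher and 0 lower at an adjusted p under 0.05, while 30 were higher and 38 lower at an unadjusted p under 0.05. At the adjusted threshold DESeq2 called 1 higher and 0 lower and edgeR's exact test called 0. The edgeR test called 12 higher without NC replicate 1 and 4 higher without NC replicate 2. The 9 host gene lists with at least 5 tested members gave no shift against the other genes at an adjusted p under 0.05, with a smallest adjusted p of 0.875 from limma's camera and 0.892 with an estimated correlation. The smallest adjusted p from limma's fry, which tests whether a list moves one way on balance and compares it with no other genes, was 0.561. With host genes at 0 in a group set at their bound, the median log2 fold change was -0.13 over 102 genes of mRNA processing and splicing, 0.18 over 34 genes of insulin signaling and -0.28 over 17 genes of VEGF signaling, beside -0.13 over all host genes. For VEGF signaling, RNA export and nuclear pore, and circRNA biogenesis and turnover factors, camera placed the list above the other genes although its median and mean were below 0. Adjusted over the list alone, 1 gene of RNA export and nuclear pore (TNPO1) and 0 genes of the other lists were higher or lower. Tested for change in either direction with limma's fry, RNA export and nuclear pore had an adjusted p of 0.00379, mRNA processing and splicing of 0.0351 and chromatin regulators of 0.0574. The lists were written after the paper's calls from these same libraries had been read, and hold host genes of those calls, TNPO1 among them. These p-values are therefore no independent evidence. The fry test was not run with the libraries grouped across the transfections. From the calls of single circRNAs and the enriched terms, the paper proposes that DDX5 may regulate circRNA biogenesis.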

**Figure 3:**
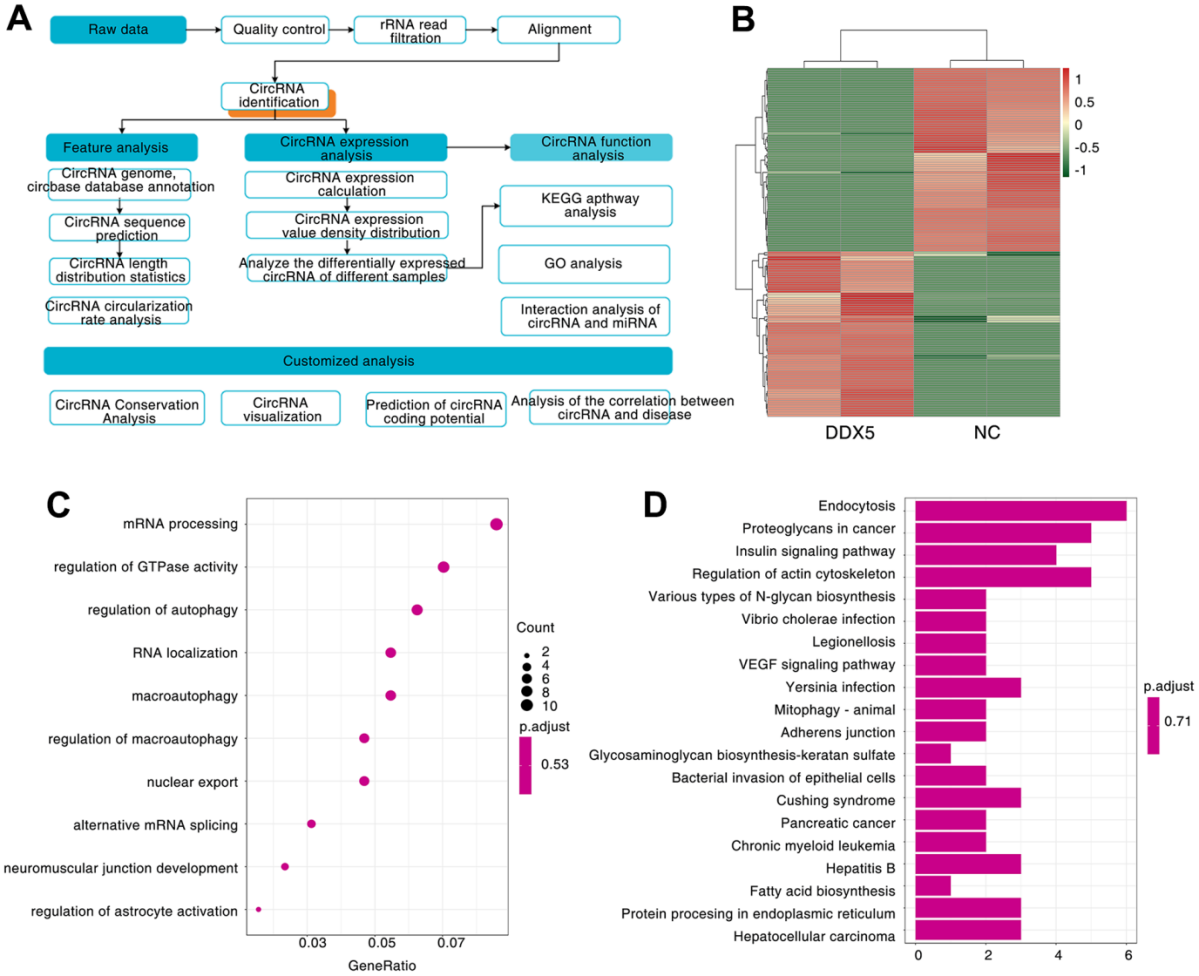
**A large number of circRNAs are induced by DDX5.** (**A**) Workflow for sequencing and analysis of DDX5-treated specimens. (**B**) Heatmap of differentially expressed circRNAs between NC and DDX5-overexpression AGS cells identified by circRNA-seq. (**C**) GO enrichment analysis was used to analyze the biological functions of the DDX5-regulated differentially expressed circRNAs. (**D**) KEGG pathway was used to analyze the pathways related to the DDX5-regulated differentially expressed circRNAs.

### DDX5 alters circPHF14 expression

In order to identify novel circRNAs that plays a significant biological role in gastric cancer, particularly its growth and migration. In these DDX5-induced circular RNAs, we found that hsa_circ:chr7:11101418-11151094 has a very top expression change after DDX5 overexpression in AGS cells. Moreover, the expression of hsa_circ:chr7:11101418-11151094 in gastric cancer cell lines was significantly higher than that in normal immortalized GES1 cells (Figure 4A). 

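This circRNA of PHF14, a PHD finger protein of chromatin, had 42 and 6 reads in the DDX5 libraries and 0 in both NC libraries. Its level in DDX5 cells was 318 ± 308 RPM (SD, n = 2), at least 19.8-fold higher than in NC cells when the reads of each group are pooled. This bound rests on DDX5 replicate 1, and is at least 5.69-fold without that library and at least 30.6-fold without DDX5 replicate 2. The fitted log2 fold change was 7.61 (standard error 2.85, unadjusted p = 0.00755, adjusted p = 0.951, edgeR's quasi-likelihood test), and the adjusted p was 0.813 with DESeq2 and 0.0495 with limma on log2(RPM + 0.1), and lay between 0.103 and 1.0 with the other settings tried. Without DDX5 replicate 1 the circRNA fell under the minimum of 10 reads and was not tested. Among the 72 higher circRNAs of Supplementary Table 1 it stands at rank 6 by fold change, after those of TNPO1, KANK2, EXOSC10, RBM34 and ARHGEF7. The paper's reported log2 fold change is 7.18. The read pattern of this circRNA was counted for each pair of libraries, as at least 6 in both, at least 20 in 1 and 0 elsewhere. The DDX5 pair held 27 such circRNAs and the NC pair 62, while pairs of a DDX5 and an NC library held 30, 31, 35 and 75. The pattern was thus no more frequent in the DDX5 pair than in any pair across the groups. These numbers were not adjusted for depth. DDX5 replicate 2 had the fewest reads of all libraries (60178), and the pair at 75 joins those with the most (78377 and 97961). No other circRNA of PHF14 and no circRNA of DDX5 itself is among the circRNAs analysed here. Back-splice reads do not measure linear RNA, so the overexpression of DDX5 was not checked in these libraries. The gene lies on chromosome 7 of GRCh38 from 10973336 to 11169630. The span of the circRNA, 49677 bases, equals that of exons 14 to 16 of the transcript that GENCODE pairs with the reference sequence of the paper, which has 17 exons and is annotated as subject to nonsense-mediated decay. The same exons are exons 15 to 17 of a protein-coding transcript with 18 exons. On GRCh38 they run from 11061791 to 11061841 (51 nt), from 11061964 to 11062085 (122 nt) and from 11111350 to 11111467 (118 nt), 291 nt in all. The back-splice joins the end of exon 16, GTGATTCTTCATCTTCCAAG, to the start of exon 14, AGAACCAGAGGACGAAAACG. The siRNA target TCATCTTCCAAGAGAACCA covers 12 bases before and 7 bases after this junction and is absent from the linear transcript. The forward primer GTGATTCTTCATCTTCCAAGAGAAC covers 20 bases before and 5 after it, while the reverse primer lies within the exons.

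**Figure D3:**
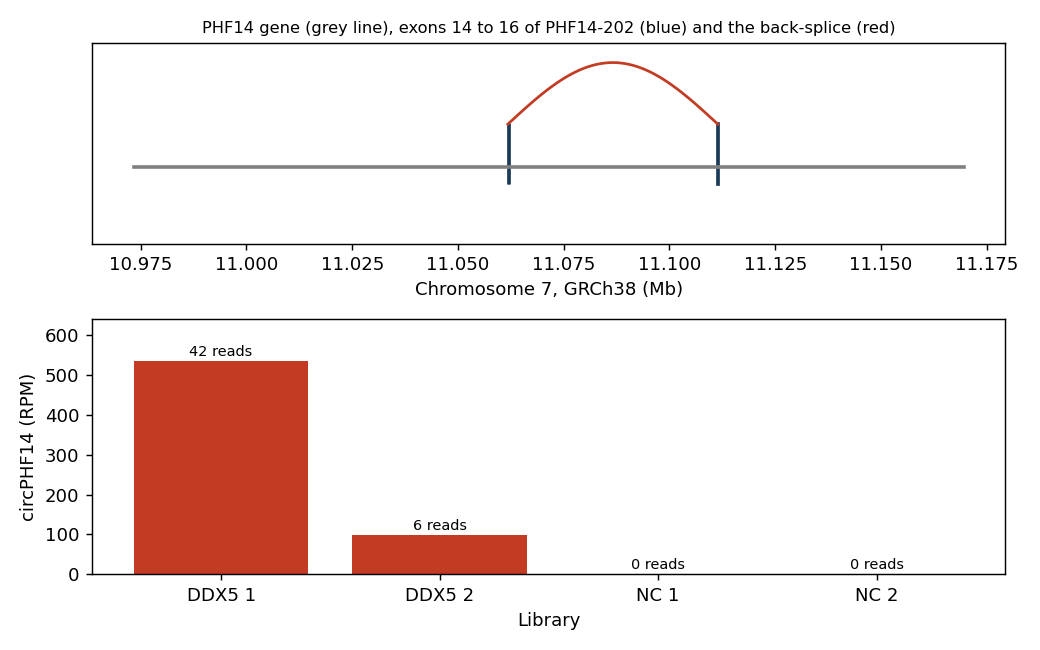
Top, the PHF14 gene on chromosome 7 of GRCh38 (x axis in Mb, grey line) with exons 14 to 16 (blue) and the back-splice of circPHF14 (red); exons 14 and 15 lie so close that they form 1 mark at this scale. Bottom, RPM of circPHF14 (y axis) in each library (x axis), with 42 and 6 reads in the DDX5 libraries and 0 in the NC libraries.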

RT-PCR and Sanger sequencing showed that hsa_circ:chr7:11101418-11151094 was formed by back-splicing of exons 14-16 of PHF14 gene (reference sequence: NR_033436.2). The total length of hsa_circ:chr7:11101418-11151094 is 291 nt, and its splicing sequence is consistent with that of hsa_circ_0079440 in circBase; Therefore, it is named circPHF14 (Figure 4B). We further detected the effect of DDX5 on the expression of circPHF14 in gastric cancer cells by qRT–PCR. The results showed that the expression of circPHF14 changed continuously with the increase of DDX5 level in AGS and 7901 cells (Figure 4C). We treated gastric cancer cells with actinomycin D or RNase R to inhibit intracellular RNA transcription. The qPCR experiment showed that the circPHF14 was more stable than the linear mRNA of the PHF14 gene (Figure 4D, 4E).

**Figure 4:**
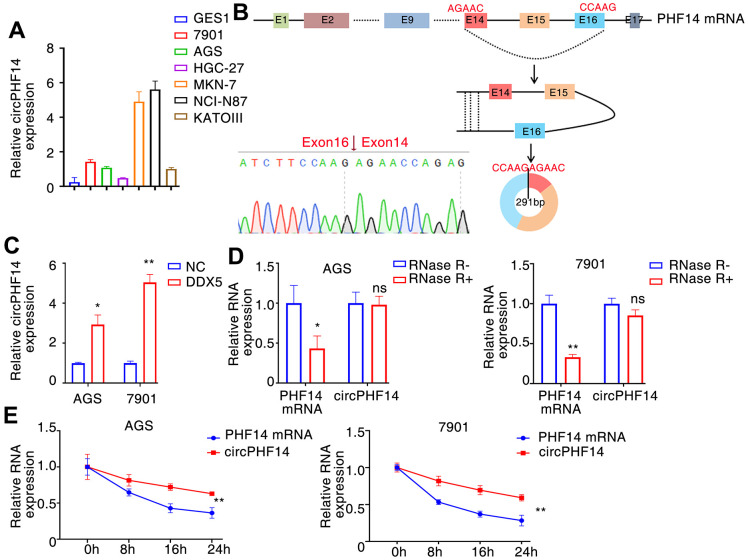
**DDX5 alters circPHF14 expression.** (**A**) Endogenous circPHF14 expression levels in multiple gastric cancer cells by RT-PCR. (**B**) We confirmed circPHF14 was formed by circularization of exons 14, 15, 16 in the PHF14 mRNA by Sanger sequencing, and also determined its genomic size and sequence. (**C**) RT-PCR was performed in AGS or 7901 cells transfected with DDX5, and then relative expression of circPHF14 was detected by qPCR. (**D**, **E**) The relative expression of circPHF14 and PHF14 mRNA in AGS or 7901 cells was detected by RT-PCR after RNase R treatment for 30 min (**D**) or actinomycin D treatment for 0 h, 8 h, 16 h, and 24 h (**E**). Data are mean ± SD of three independent experiments. * P < 0.05, ** P < 0.01, ns stands for no significance.

We also found a significant co-localization between DDX5 and circPNF14 using immunofluorescence experiments (Supplementary Figure 3).

### Silencing circPHF14 reverses the DDX5-induced tumor-promoting effects in gastric cancer cells

To prove that DDX5 promotes the development of gastric cancer cells, at least in part by regulating the expression of circPHF14, it is important to confirm whether inhibition of circPHF14 can reverse the effect of DDX5 on gastric cancer cells. Thus, rescue assays were performed via co-transfecting DDX5 expression vector and si-circPHF14 or si-NC (Supplementary Figure 4). Knockdown of both circPHF14 could partly rescue the excessive proliferation abilities of overexpressed DDX5 gastric cancer cell lines compared with the negative control group by plate colony formation, CCK-8 and EdU staining assays (Figure 5A–5C). Additionally transwell migration assay shown that the promotion of cell motility ability was reversed via the inhibition of circPHF14 expression (Figure 5D).

**Figure 5:**
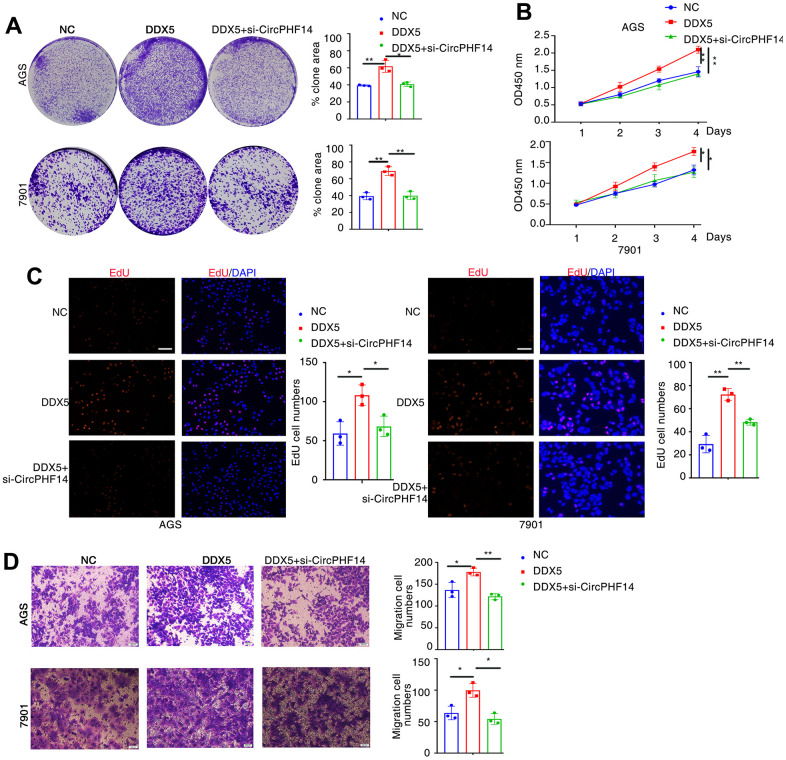
**DDX5 promotes gastric cancer cells growth and migration by regulating circPHF14.** (**A**) AGS or 7901 cells transfected with control siRNA or siRNA specifically targeting circPHF14 (si-circPHF14) in the presence DDX5 were subjected to colony formation assay. (**B**) CCK-8 assay of proliferation in AGS and 7901 cells following a time course of transfection with NC or DDX5 or DDX5 and si-circPHF14. (**C**) EdU assay was conducted to test the effect of DDX5 and circPHF14 on the proliferation of AGS and 7901 cells. Scale bar 100μm. (**D**) A migration rescue experiment verified the effect of DDX5 and circPHF14 on the migration ability of AGS and 7901 cells. Data are mean ± SD of three independent experiments. * P < 0.05, ** P < 0.01. Scale bar 500μm.

### DDX5 promote gastric cancer cells progression *in vivo* via circPHF14

To determine whether DDX5 and circPHF14 an extremely significant function in the development of gastric cancer cells *in vivo*, we established a xenograft nude tumor model. Stable transfection of AGS gastric cancer cells with NC or co-transfected with DDX5 and sh-NC or co-transfected with DDX5 and sh-circPHF14, and injected separately into the nude mice. As shown in Figure 6A, 6B, the DDX5 overexpressed group had higher proliferation rate than the negative control group, whereas cells silenced for circPHF14 partially reversed the inhibition in proliferation. In addition, the volume of AGS-derived tumors was inhibited by reducing the expression of circPHF14 *in vivo* (Figure 6C, 6D). These findings suggest that DDX5 may play a key role in accelerating the growth of gastric cancer cells through circPHF14 *in vivo*.

**Figure 6:**
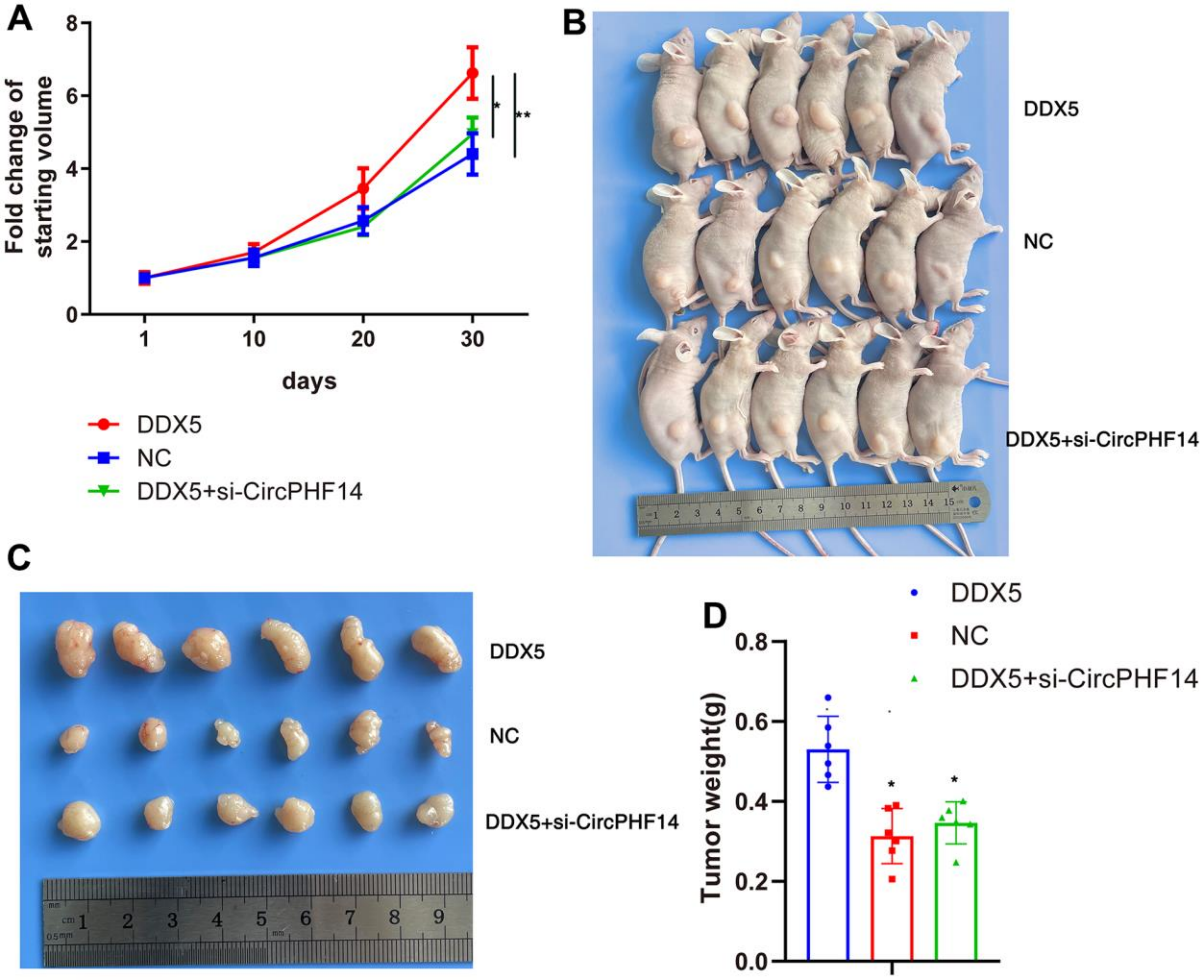
**DDX5 promote gastric cancer cells progression *in vivo* via circPHF14.** (**A**) Tumor growth curves of AGS xenografts in nude mice. Group 1, 2, 3 mice were injected with DDX5, NC, DDX5 and si-circPHF14 cells, respectively. (**B**–**D**) Xenograft tumors collected on day 30 post subcutaneous implantation.

## DISCUSSION

DDX5 was originally identified as an RNA helicase that is involved in almost all aspects of RNA process, including pre-mRNA splicing, ribosomal biogenesis and miRNA maturation [36]. Certain previous works had illustrated that DDX5 is frequently overexpressed in many malignancies and that its dysregulated expression is responsible for tumorigenesis and progression [37, 38]. Moreover, DDX5 binds to β-catenin and promotes the expression of several oncogenes such as cell cycle protein D1, c-Myc and c-jun [14]. DDX5 is frequently amplified in breast cancer and is closely coupled with the proliferation of cancer cells [39]. In gliomas, DDX5 can interact with p50 to enhance its accumulation and transcriptional activity in the nucleus, leading to promoting tumor growth [40]. In gastric cancer, DDX5 contributes to the evolution of gastric cancer cells mediating the mTOR signaling pathway activation [15]. In our study, we also found that there is an upregulation of DDX5 expression in cancerous tissues compared to paraneoplastic tissues, and that high DDX5 expression is closely associated with the prognosis of patients with gastric tumours.

Recent years, with the development of high-throughput sequencing technology and molecular biology, increasing research began to focus on the function and mechanism of circRNA. There have been a large number of research reports on the impact of circRNA on the development of cancer [41]. It is universally known that stomach cancer is one of the most common malignant tumors in the world. Some studies have reported that circular RNA plays an extremely critical role in the development and progression of gastric carcinoma. For instance, Guan et al. reported that circRNA promoted gastric cancer cell growth and migration via reducing the transcriptional activity of miR-637 [42]. Li et al. revealed that circRNAs enhanced gastric cancer cell growth by regulating the miR-503/CACUL1 signaling [43]. The expression of mRNA, miRNAs and lncRNAs induced by DDX5 has been proved to plays an extremely critical role in the beginning and advancement of cancer. However, whether DDX5 can induce the expression of circRNAs and, if so, what role these circRNAs play in DDX5-positive gastric tumor is unclear. In this research, through CircRNA-seq, we found that DDX5 induced the expression of a lot of circRNAs in gastric cancer cells, such as circPHF14. DDX5-induced circRNAs may have the function of enhancing the development of gastric cancer cells, which may offer new targets for subsequent diagnosis and treatment of DDX5-positive gastric tumor.

Circular RNA has been found to regulate a large number of biological processes, including gene splicing, miRNA sponge and transcriptional regulation, etc. [41, 44]. One of the most classical mechanisms of noncoding RNA (ncRNAs) is miRNA sponge effect, including circular RNAs [45, 46]. For example, Wang et al. showed that circPGR, located in the cytoplasm, regulates the expression of multiple cell cycle genes through competing endogenous RNA to sponge miR-301a-5p [47]. Chen et al. revealed also that circFNTA can promote the expression of FNTA by competing with microRNA miR-370-3p, thereby activating KRAS signaling, promoting the invasion and cisplatin resistance of bladder cancer cell [48]. In our research, whether DDX5-induced circPHF14 can also play a role by competes with the microRNA as a sponge requires further research.

In conclusion, our data has shown enhanced ddx5 expression in gastric cancer tissues and identified that ddx5 can facilitate gastric cancer cell growth and migration *in vitro*. Moreover, we generated RNase R-treated RNA-seq data in AGS cells overexpressing DDX5 and identified a wealth of DDX5-induced circRNAs, in which circPHF14 enhances DDX5-positive gastric cancer cell growth and tumorigenesis *in vivo* and *in vitro*. Summarize all the above research, DDX5 and these DDX5-induced circRNAs play a key role in the occurrence and development of gastric cancer, and might be a potential target for gastric cancer treatment.

## Supplementary Material

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

# Supplementary material for: RNA helicase DDX5-induced circPHF14 promotes gastric cancer cell progression
**Source:** Aging (Albany NY). 2023 Mar 30;15(7):2525–40. doi: 10.18632/aging.204623
**Supplement:** Supplementary Figures

SUPPLEMENTARY FIGURES

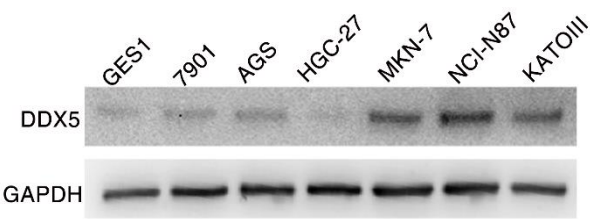

Supplementary Figure 1. Western blot assay detects the protein expression level of DDX5 in normal cells and multiple gastric cancer cell lines.

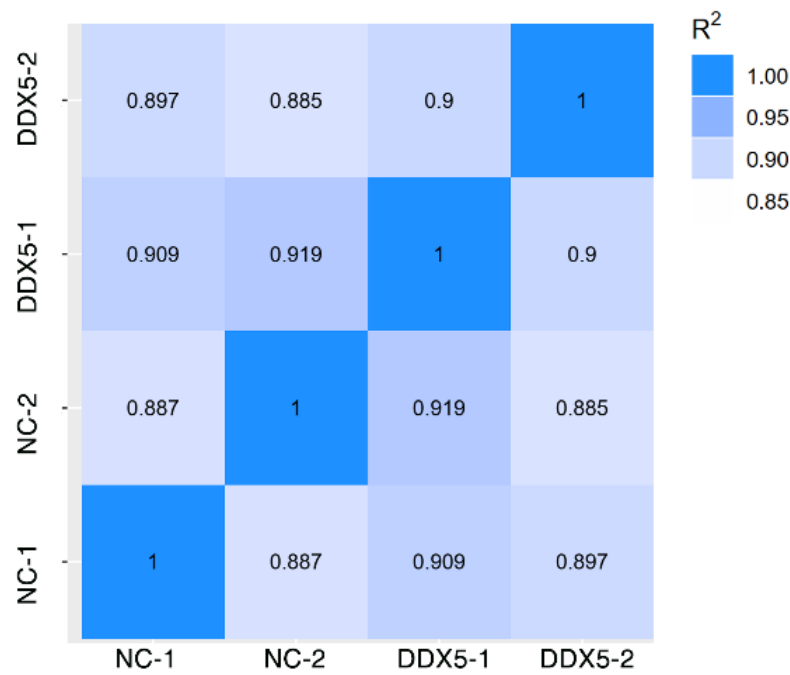

Supplementary Figure 2. Correlation analysis between circRNA-seq samples.

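Each correlation was taken across circRNAs between a pair of libraries, and circRNAs are not independent replicates. On log2(RPM + 1) over the 7587 detected circRNAs, the squared Pearson correlation was 0.0869 between the 2 DDX5 libraries and 0.0345 between the 2 NC libraries, and lay between 0.0334 and 0.0823 for the 4 pairs of a DDX5 and an NC library. Over the 1011 circRNAs detected in all 4 libraries it was 0.522 between the DDX5 libraries, 0.562 between the NC libraries and between 0.521 and 0.600 across the groups. Without a log, where abundant circRNAs such as those of CDYL and RELL1 weigh most, it was 0.803 and 0.780 within the groups and between 0.776 and 0.838 across them. On these scales the values within the groups lay inside the range across the groups, except for the DDX5 pair at 0.0869, just above it. Over all 11760 circRNAs of the table, those without reads included, the values on log2(RPM + 1) were higher. They were 0.187 for the DDX5 pair, 0.149 for the NC pair and between 0.150 and 0.185 across the groups.

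**Figure D4:**
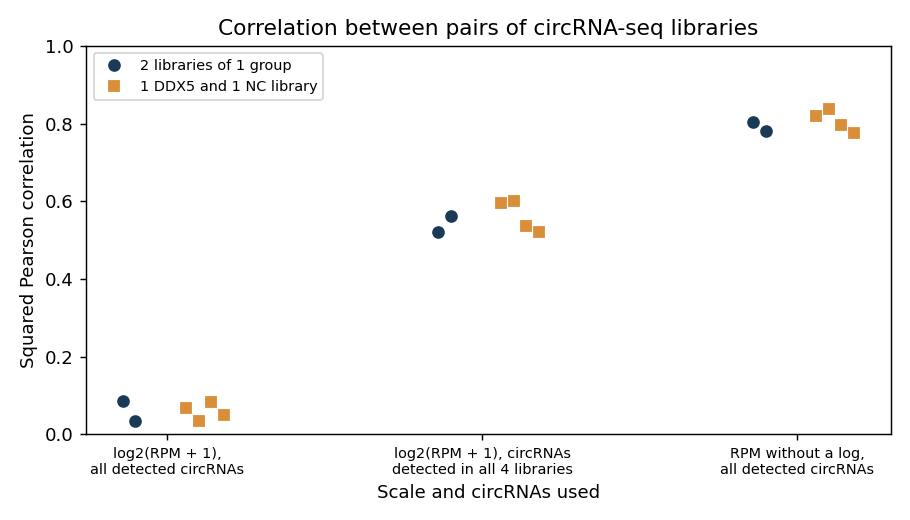
Squared Pearson correlation (y axis) of each pair of libraries on 3 scales (x axis), for pairs of the same group (circles) and pairs of a DDX5 and an NC library (squares). Values lie under 0.1 on log2(RPM + 1) over all detected circRNAs and above 0.7 on RPM without a log, with no gap between the 2 kinds of pair on any scale.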

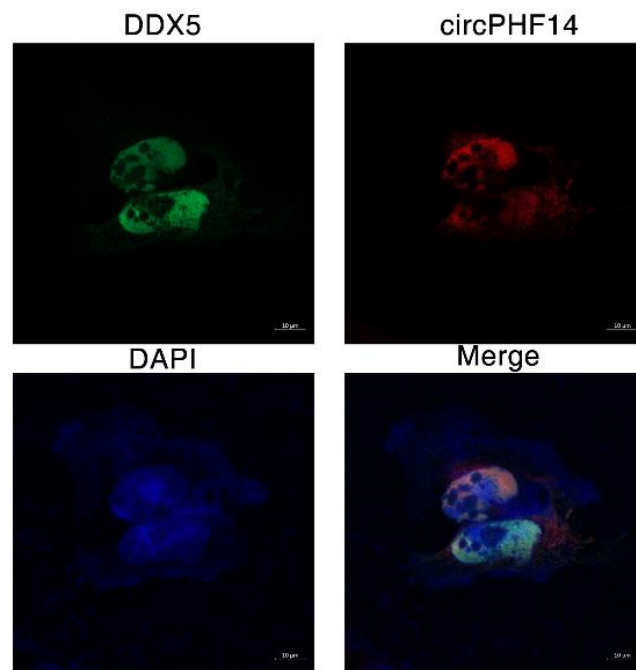

Supplementary Figure 3. Immunofluorescence assay to detect the localization of DDX5 and circPHF14.

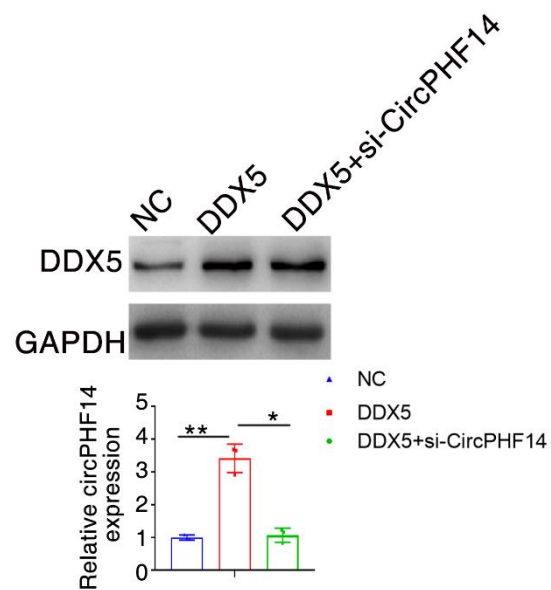

Supplementary Figure 4. Western blot and qPCR experiments to detect the expression levels of DDX5 and circPHF14 after treatment as shown.

How the deposited data were processed for this re-analysis (not part of the article)

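The data are circRNA-seq libraries of AGS cells, 2 from cells transfected with FLAG-DDX5 and 2 from cells transfected with the empty vector. The samples were assigned to groups and replicates from the sample labels, which match the paper. No column of per-sample values was left unused.

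The authors deposited raw counts of back-splice reads per circRNA and, in a separate table, RPM values, which are those counts scaled to an equal total of back-splice reads per library, to within 0.00499 RPM of a recalculation. The paper names CIRCexplorer2 and CIRI2 for calling circRNAs, and the submitters' processing notes name BWA and hg38. Versions, and how the lists of both callers were combined, are not given in the sources used here. The count table holds 11760 circRNAs of 4410 host genes, of which 4173 have 0 reads in all 4 libraries. The smallest count above 0 is 2 and no value equals 1, so weak junctions may have been left out of the table in some step before deposit. The counts are few, with a median between 11 and 13 reads per detected circRNA, and a count of 0 in a library allows up to 3 reads, between 30.6 and 49.9 RPM, by counting error only.

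Changes were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) on the counts, with TMM factors, for circRNAs with a total of at least 10 reads and for sums of reads per host gene, with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper's text names no test for the sequencing data beyond its general statistics section, and every circRNA of Supplementary Table 1 has an unadjusted p under 0.05 and a log2 fold change above 1 in size, so counts at those thresholds are given beside the adjusted ones. Host gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and among the host genes of Supplementary Table 1 with Fisher's exact test. The design, the gene lists and the alternatives were fixed before the data were examined, but after Supplementary Table 1 had been read. The lists cover mRNA processing and splicing, RNA export and nuclear pore, circRNA biogenesis and turnover factors, chromatin regulators, ubiquitin ligases, endocytosis, insulin signaling, VEGF signaling, gastric and epithelial markers, and stromal and immune cell markers.

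The circRNAs named are those of PHF14, the 10 highest and the 10 lowest log2 fold changes of Supplementary Table 1, those with the 10 smallest p-values per direction among circRNAs whose DDX5 libraries both lie above or both below the NC libraries, the 10 with the highest mean RPM, and known circRNAs found by their coordinates within 1 base. The values of Supplementary Table 1 had been seen before. The others named, list members among them, were chosen after their values were seen.

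The tests were tried on simulated counts with the means and depths of these libraries. With the spread of the real libraries, edgeR's quasi-likelihood test was read at the adjusted threshold. It recovered 3.03% of 66 tested 4-fold changes and 18.2% of 77 tested 16-fold changes. It made 0 false calls among 3059 unchanged simulated circRNAs. The simulation took no circRNA out of a library as a whole, and 3202 simulated circRNAs passed the filter beside 4671 real ones. With the real libraries grouped across the transfections, the test gave 13 calls at the adjusted threshold in 1 grouping and 0 in the other. The 0 false calls therefore need not carry over to the real libraries. With the smaller spread of circRNAs detected in all 4 libraries the test recovered 38.8% of 85 and 88.1% of 109 tested changes. False calls were then 4 among 4013. At an unadjusted p under 0.05 and the spread of the real libraries, edgeR's quasi-likelihood test called 3.82% of unchanged circRNAs and DESeq2 6.90%. DESeq2 with a local dispersion fit called 11.9% and limma on log2(RPM + 1) 9.09%. The simulated local fit covered only circRNAs with at least 10 reads. On the real libraries it covered all 7587 with a read, of which 152 had an unadjusted p under 0.05. DESeq2 as set gave 166 of 4671. The simulated shares are therefore not error rates of these tests on the real libraries. The alternatives were other scalings, DESeq2 1.42.0, edgeR's exact test, limma on log2(RPM + 1) and log2(RPM + 0.1), other filters, the replicate number as a block and leaving out each library in turn, where the lone library of a group is assumed to vary like those of the other group.

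Exons were taken from GENCODE 29 on GRCh38. Since the coordinates of the files are not those of GRCh38, a circRNA was placed where its genomic span equals the distance between an exon start and a later exon end of its host gene, and 11194 circRNAs fitted at exactly 1 such place. Supplementary Table 2, GO and KEGG terms, and the qPCR, protein, cell and animal experiments were not analysed here, and the values of some circRNAs are not reported here. Tables were handled with Python 3.11.15 and pandas 2.3.3.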

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

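The fit over circRNAs detected in all 4 libraries was chosen after the data were seen; the tests of the zeros were written down before their values were computed, but after a first look at the counts and the calls. 2 circRNAs outside those that the paper calls passed the adjusted threshold of edgeR's quasi-likelihood test. The circRNA of UBE3A had 90 reads in DDX5 replicate 1 and 0 in DDX5 replicate 2 and both NC libraries, with a fitted log2 fold change of 8.49 that depends on the prior count; pooled over the group it was at least 37.1-fold higher, and at least 65.5-fold without DDX5 replicate 2. Its adjusted p was 0.0153 without DDX5 replicate 2, 0.187 without NC replicate 1, 0.0706 without NC replicate 2 and 0.813 with DESeq2, and without DDX5 replicate 1 it had no reads. The circRNA of GSE1 had 177 and 400 reads in DDX5 cells and 159 and 169 in NC cells, a log2 fold change of 1.05. Its log2 fold change was 0.18 without DDX5 replicate 2 and 1.62 without DDX5 replicate 1, with an adjusted p from edgeR of at least 0.290 when any library was left out, 0.813 with DESeq2 and 0.00344 over the 1011 circRNAs detected in all 4 libraries.

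The reads of UBE3A in a single library belong to a wider pattern. Of circRNAs with at least 10 reads in a library, 35.6% had 0 in the other library of the same group where Poisson sampling at these depths gives 0.00390%, and 35.8% had 0 in a library of the other group, where it gives 0.00628%, so sampling of reads does not account for these zeros. No circRNA of the table has another within 10 bases at both ends, so a search for the missing reads there, with 0% of 2742 cases found, had a fixed outcome and leaves reads divided between neighbouring junctions open. Among circRNAs with at least 20 reads in 3 libraries, the remaining library held 0 reads in 139 cases and 1 to 4 reads in 4, of 1866 cases. A circRNA counts once for each library that can be the remaining one. The shares of zeros above are likewise pooled over pairs of libraries. A call or filter applied per library before the counts were deposited may therefore have removed circRNAs from a library as a whole. Loss of a circRNA in library preparation was not tested, and no biological explanation was tested, since the zeros are as frequent within a group as across groups.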

How the results depend on the processing

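DESeq2 with a local dispersion fit over all circRNAs or host genes with a read, and the fits over circRNAs or host genes detected in all 4 libraries, were chosen after the data were seen. The 4 circRNAs higher at an adjusted p under 0.05 became 2 with DESeq2, 0 with edgeR's exact test, 0 with a filter of at least 10 counts in at least 2 libraries, 0 with limma on log2(RPM + 1), 153 with limma on log2(RPM + 0.1), 1 with the local fit, 1 over circRNAs detected in all 4 libraries and 0 to 32 with a library left out. The 0 lower became 261 with limma on log2(RPM + 0.1) and 0 to 6 with a library left out. At an unadjusted p under 0.05 and a log2 fold change above 1 in size, the 58 higher became 0 with the exact test, 165 with limma on either scale, 14 over circRNAs detected in all 4 libraries and 15 to 107 with a library left out, and the 62 lower became 0, 293, 15 and 26 to 153, and 112 with the filter of at least 10 counts in at least 2 libraries. With the replicate number as a block, 11 circRNAs were higher and 2 lower at the adjusted threshold, with 1 of the 4 calls kept (TNPO1, while the adjusted p from edgeR was 0.627 for UBE3A, 0.196 for KANK2 and 1.0 for GSE1), and 41 and 33 at the unadjusted one, 3 host gene sums were higher and 0 lower, circPHF14 had a log2 fold change of 7.24, and 0 host gene lists passed. Deviations of same-numbered libraries correlated at 0.00934 over 4671 circRNAs and at -0.0257 over the 1011 detected in all 4 libraries. No shared deviation was thus seen, but this cannot exclude that same-numbered libraries were made together, which the paper and labels do not state. The log2 fold change of circPHF14 ran from 7.18 to 7.86 over the other fits with all libraries and from 7.52 to 8.45 with a library left out, and was 11.18 with limma on log2(RPM + 0.1), where the adjusted p was 0.0495; the filter of at least 10 counts in at least 2 libraries and the fit without DDX5 replicate 1 left it out. The 0 higher host gene sums became 1 with DESeq2, 1 with its local fit, 2 without a filter on low counts and 0 to 12 with a library left out, and the 0 lower stayed at 0. The 0 host gene lists past the threshold of a test of direction stayed at 0, and the 2 among the paper's calls became 1 against host genes of circRNAs with at least 10 counts. The mean number of circRNAs per library, 3487.5, was 2124 at a minimum of 10 reads. The mean squared correlation within groups, 0.0607, was 0.792 without a log and 0.542 over circRNAs detected in all 4 libraries. The share of zeros in the other replicate was 47.0% from at least 5 counts and 17.6% from at least 20, where Poisson sampling gives 0.151% and 1.52e-06%.

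Over 41 other named circRNAs and the settings with all libraries, 368 values kept their direction and side of the threshold, 18 newly passed it, 22 no longer passed and 13 changed sign; with a library left out these were 139, 3, 10 and 10. CORO1C (-0.05) was 0.0525 without TMM factors, 0.0105 with TMMwsp, 0.0152 with DESeq2, 0.0141 with its local fit, 0.14 with limma on log2(RPM + 1) and on log2(RPM + 0.1), 0.0289 with the block and -0.42 to 0.49 with a library left out. MTO1 (0.08) was -2.47 and -4.11 with limma on log2(RPM + 1) and log2(RPM + 0.1), -1.74 with the block and -5.39 to 1.06 with a library left out. CAMSAP1 (-0.06) was 0.0277 without TMM factors and -0.62 to 0.35 with a library left out, and DYNC1H1 (-0.11) was 0.00102 with limma on either scale. With a library left out, SMARCA5 ran from -0.25 to 0.88, CDYL from -0.11 to 0.43, HIPK3 from -0.32 to 0.63 and ASXL1 from -0.10 to 0.17. The cause was not tested for any of these changes.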

Differences from the paper's values

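The paper's statistics section gives a general significance level of 0.05, and its text names no fold change or other threshold for the circRNA calls in particular. Those of Supplementary Table 1 all have an unadjusted p under 0.05 and a log2 fold change above 1 in size. At these thresholds edgeR's quasi-likelihood test called 58 circRNAs higher and 62 lower, beside the paper's 72 and 80, which is within 1.5 times. Of the alternatives set before the data were examined, the TMMwsp scaling (64 and 56), DESeq2 (77 and 89), no filter on low counts (54 and 55) and a filter of at least 10 counts in at least 2 libraries (51 and 112) lie as close in both directions. Without TMM factors (71 and 52), the higher count alone lies as close. edgeR's exact test (0 and 0), limma on log2(RPM + 1) or log2(RPM + 0.1) (165 and 293 on either scale) and the replicate block (41 and 33) lie further off in both directions. DESeq2 with a local dispersion fit over all 7587 circRNAs, chosen after seeing the values, gave 72 and 80. It holds all circRNAs that the paper calls, dropping 0 of them. For these, its log2 fold changes lie within 0.000234 of the paper's. Its unadjusted p-values are 0.999 to 1.045 times the paper's. At an adjusted p under 0.05 the local fit called 1 of them, that of TNPO1 (adjusted p = 0.0191, DESeq2). DESeq2 as set before the data were examined also gives each of them an unadjusted p under 0.05.

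For the 6 pairs of libraries, the values printed as R² in Supplementary Figure 2 match the Pearson correlation, not squared, of RPM without a log over all 11760 circRNAs of the table, which ran from 0.885 to 0.919, the highest being that of DDX5 replicate 1 with NC replicate 2. Supplementary Table 1, which the paper cites for all circRNAs found, holds the changed ones, and the paper cites Supplementary Table 2 for those. The paper names VEGF and insulin signaling as enriched among the host genes. Here 2 and 4 members were found against 0.772 and 1.64 expected, with adjusted p of 0.304 and 0.202 by Fisher's exact test on gene lists that are not the KEGG sets, while mRNA processing, which the paper also names, had 14 against 5.34 (adjusted p = 0.00783).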

Other observations

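The tests of the gene lists on mixed groupings, and the matched draws of host genes, were chosen after the overlap of the lists with the paper's calls had been seen, and DESeq2 with a local fit and the fit over circRNAs detected in all 4 libraries after the data were seen; the other tests were written down after a first look at the counts and the calls. The circRNA of ARF3, a GTPase of the Golgi, is among the 10 circRNAs of the paper's calls with reads in the other group, with 50 and 30 reads in DDX5 cells and 84 and 120 in NC cells, a log2 fold change of -1.16 (standard error 0.58). The circRNA of PVT1, a long noncoding RNA gene, had 4995 ± 80.6 RPM (SD, n = 2) in DDX5 cells and 5393 ± 452 RPM in NC cells, and that of BANP, a DNA-binding nuclear protein, 5268 ± 165 and 5684 ± 98.3 RPM.

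Of the circRNAs detected in exactly 2 libraries, 176 were shared by the DDX5 libraries and 308 by the NC libraries, while the 4 mixed pairs of a DDX5 and an NC library shared 155, 191, 271 and 319. The pair with the most circRNAs is a mixed pair, but it joins the 2 libraries with the most detected circRNAs (3635 and 4029). The pairs rank exactly by the summed number of circRNAs detected in their libraries, from 6286 to 7664. Their order therefore cannot show whether the transfection plays a part. Detection that varies between libraries whatever the transfection could still give circRNAs with reads in both libraries of a group and none in the other. At an unadjusted p under 0.05 and a log2 fold change above 1 in size, DDX5 against NC gave 120 calls with edgeR, and the mixed groupings gave 95 and 126, with 4, 0 and 13 at an adjusted p under 0.05. DESeq2 gave 166 calls for DDX5 against NC and 135 and 140 for the mixed groupings, and its local fit gave 72 higher and 80 lower beside 66 and 60 and 76 and 59, so that DDX5 against NC had the most calls with both. At an adjusted p under 0.05 DESeq2 gave 2, 0 and 13 calls and its local fit 1, 0 and 7 for the same groupings. Over circRNAs detected in all 4 libraries edgeR gave 29 calls beside 39 and 49. Since the order of the groupings changes with the fit and a mixed grouping comes within 1.5 times of DDX5 against NC in each of them, calls that follow the transfection and calls that any grouping of these libraries gives cannot be told apart. From these sequencing libraries, an effect of DDX5 on circRNAs stays open. The paper also reports qPCR in which circPHF14 changed with rising DDX5, which was not analysed here.

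Host genes of the circRNAs that the paper calls have a median of 4 circRNAs in the table, with or without reads, and 82.5 reads, beside 2 and 17 over all host genes. Of 10000 random draws of 148 host genes matched on the number of circRNAs and on total reads, 0.08% held as many as 14 genes of mRNA processing and splicing (mean 5.72 ± 2.21, SD over draws), which argues against the abundance of host genes as the whole cause. The same list held 3 host genes against 4.43 expected and 3 against 4.80 among the calls of the mixed groupings, while ubiquitin ligases held 6 against 2.29 (Fisher's exact test, p = 0.0260) and 9 against 2.47 (Fisher's exact test, p = 0.000714). Since the list was written after the calls had been read, its 14 members are no independent evidence for a role of mRNA processing genes, and how far the writing of the list accounts for them stays open.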
